# Regeneration of Jaw Joint Cartilage in Adult Zebrafish

**DOI:** 10.3389/fcell.2021.777787

**Published:** 2022-01-20

**Authors:** Joanna Smeeton, Natasha Natarajan, Troy Anderson, Kuo-Chang Tseng, Peter Fabian, J. Gage Crump

**Keywords:** joint, osteoarthritis, zebrafish, cartilage, regeneration

## Abstract

The poor intrinsic repair capacity of mammalian joint cartilage likely contributes to the high incidence of arthritis worldwide. Adult zebrafish can regenerate many structures that show limited or no healing capacity in mammals, including the jawbone. To test whether zebrafish can also regenerate damaged joints, we developed a surgical injury model in which the zebrafish jaw joint is destabilized *via* transection of the major jaw joint ligament, the interopercular–mandibular (IOM). Unilateral transection of the IOM ligament in 1-year-old fish resulted in an initial reduction of jaw joint cartilage by 14 days, with full regeneration of joint cartilage by 28 days. Joint cartilage regeneration involves the re-entry of articular chondrocytes into the cell cycle and the upregulated expression of *sox10*, a marker of developing chondrocytes in the embryo that becomes restricted to a subset of joint chondrocytes in adults. Genetic ablation of these *sox10*-expressing chondrocytes shows that they are essential for joint cartilage regeneration. To uncover the potential source of new chondrocytes during joint regeneration, we performed single-cell RNA sequencing of the uninjured adult jaw joint and identified multiple skeletal, connective tissue, and fibroblast subtypes. In particular, we uncovered a joint-specific periosteal population expressing *coch* and *grem1a*, with the jaw joint chondrocytes marked by *grem1a* expression during regeneration. Our findings demonstrate the capacity of zebrafish to regenerate adult joint cartilage and identify candidate cell types that can be tested for their roles in regenerative response.

## Highlights

• Ligament transection induces cartilage loss at the adult zebrafish jaw joint
• Regeneration of joint cartilage within 1 month post-injury
• Requirement of *sox10*-expressing cells for joint cartilage regeneration
• Single-cell sequencing reveals the diversity of cell types within the adult jaw joint

## Introduction

Vertebrate synovial joints are complex structures composed of multiple integrated cell types, including osteoblasts, superficial and deeper chondrocytes, ligamentocytes, and connective tissue cells lining the synovium and adjacent periosteum of the underlying bone. In osteoarthritis, a progressive disease affecting joints, aging and/or injury results in loss of joint cartilage, erosion of underlying bone, synovial hyperplasia, osteophyte formation, chronic inflammation, and likely other changes to joint-associated cell types (Glasson et al., 2010). Osteoarthritis is considered a terminal disease in adult humans and mice, with little to no evidence that joint cartilage can recover after the onset of the disease. To understand the complex cellular changes underlying arthritis progression and the failure of resident cells to counteract joint degeneration, recent studies have focused on cataloging joint-resident cells in normal and diseased states (Ji et al., 2019; Bian et al., 2020; Sebastian et al., 2021). However, as these have been performed in largely non-regenerative mammals (primarily mouse and human), it has been difficult to define putative endogenous progenitor populations with latent capacity for joint repair. One exception is the temporomandibular jaw joint (TMJ) of mouse, an unusual joint with a fibrocartilaginous disc that has been shown to possess fibrocartilage stem cells that can form self-renewing colonies *in vitro* and repair the damaged TMJ *in vivo* (Embree et al., 2016; Bi et al., 2020).

We had previously shown that the joints of the zebrafish jaw and fin have synovial properties and are susceptible to degenerative arthritis in the absence of the lubricin-encoding gene *prg4b* (Askary et al., 2016), similar to the arthritis of synovial joints seen in mice and humans lacking lubricin (Rhee et al., 2005; Alazami et al., 2006; Hill et al., 2014; Koyama et al., 2014). Here we establish a novel acute injury model in the adult zebrafish jaw joint, with an aim toward understanding the cellular contributions to joint repair in a highly regenerative vertebrate. Common rodent models of osteoarthritis of the knee involve surgical destabilization of the medial meniscus (DMM) or transection of the anterior cruciate ligament (Fang and Beier, 2014). We therefore tested whether the zebrafish jaw joint would be susceptible to a similar destabilizing trauma. Unlike rodent surgical destabilization models, where ligaments fail to regenerate and irreversible arthritic changes ensue, we find that zebrafish can recover from destabilizing injuries that cause a transient loss of joint-lining cartilage. We then performed single-cell RNA sequencing of the uninjured zebrafish jaw joint to identify the diversity of cell populations in this regenerative joint. The establishment of a synovial joint regeneration model in zebrafish thus provides an opportunity to test the putative roles of distinct joint-resident populations in articular cartilage regeneration.

## Results

### Development of an Acute Joint Injury Model in Zebrafish

As destabilization of joint biomechanics due to ligament injury induces osteoarthritis in rodent models, we sought to establish a similar model in the zebrafish jaw joint. The IOM ligament connects the retroarticular bone, an outgrowth of the articulating mandibular bone of the jaw joint, with the more posterior interopercular that is part of a series of bones supporting the gill cover (Hu and Albertson, 2017). Among the complex series of mechanical couplings that control the movement of the jaw joint, the IOM ligament transmits the force generated by the opercular series of bones to open and close the lower jaw (Westneat et al., 2005). Using fine surgical scissors, we fully cut through the IOM ligament on one side of the jaw of 1-year-old adult zebrafish (Figures 1A–C). Compared to the uninjured fish in which pulling of the gill cover opens the jaw *via* the IOM ligament connection, pulling of the gill cover in the same fish post-injury fails to open the jaw, confirming a successful ligament transection (Supplementary Video S1). This failure to transmit force from the gill cover to the jaw is specific for the injured side, as the contralateral side displayed gill cover to jaw force transmission immediately upon recovery from anesthesia. Within 1 week after injury, pulling of the gill cover was able to open the jaw again, suggesting the rapid re-establishment of mechanical coupling between the gill cover and jaw joint (Supplementary Video S1). These observations demonstrate the feasibility of severing the IOM ligament and transiently decoupling and hence destabilizing the jaw joint from the supportive gill cover structure.

**FIGURE 1:**
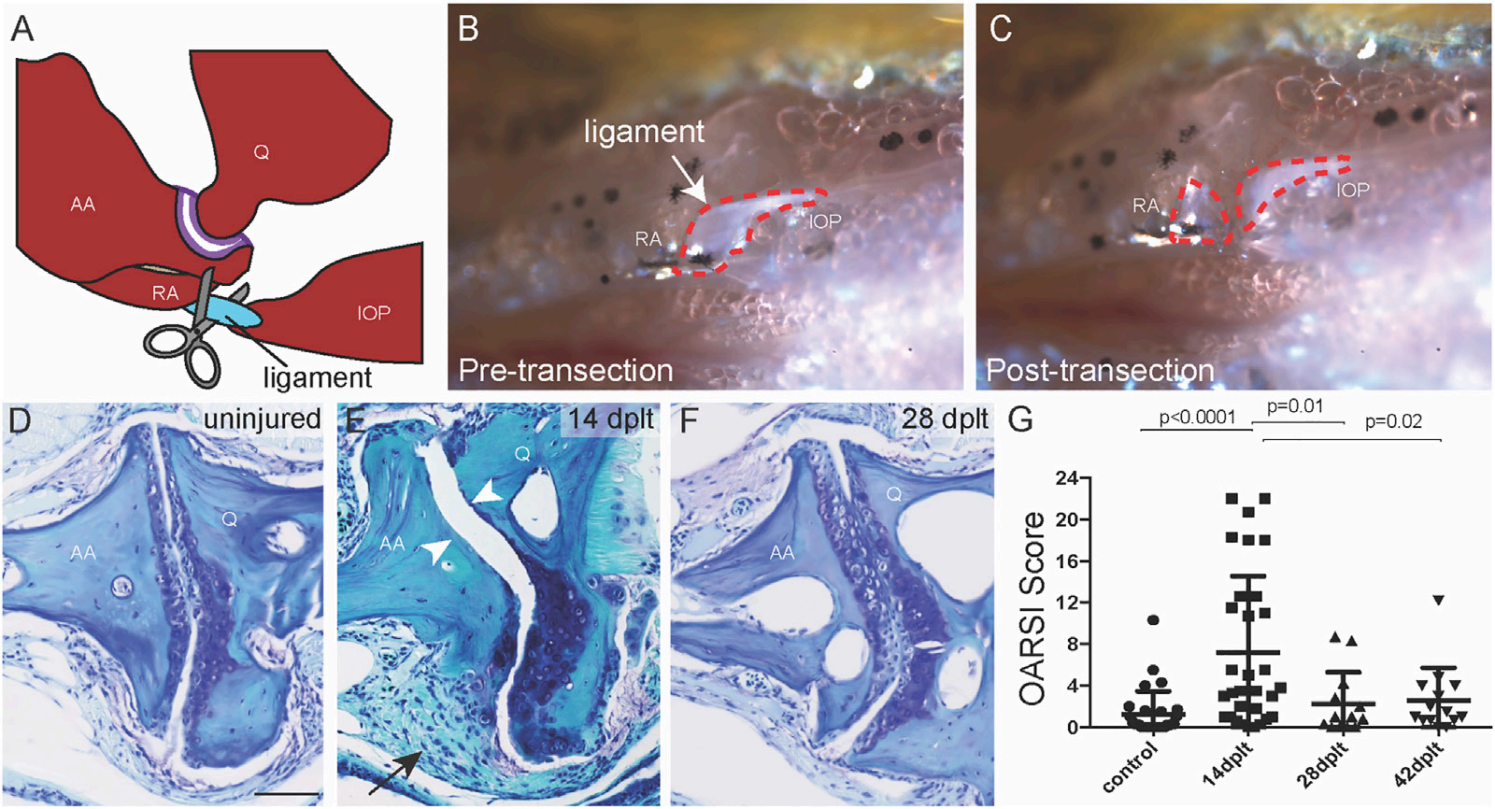
Joint degeneration and recovery following ligament transection surgery. **(A)** Schematic of the bones of the zebrafish jaw relative to the jaw joint (purple) and the interopercular–mandibular (IOM) ligament (blue) that is surgically transected. **(B,C)** Reflected light images of the zebrafish jaw in ventral view show the IOM ligament (dotted red outline) before **(B)** and immediately after **(C)** transection. **(D–F)** Toluidine blue staining of uninjured adult jaw joint **(D)** and IOM-transected jaw joint at 14 days post-ligament transection (dplt) **(E)** and 28 dplt **(F)**. The arrowheads point to the area of cartilage erosion and the arrow to the synovial hyperplasia. **(G)** Quantification of jaw joint degeneration after IOM transection using the zebrafish OARSI scoring method; *n* = 29 uninjured; *n* = 31 at 14 dplt; *n* = 13 at 28 dplt; *n* = 14 at 42 dplt. Individual data points, mean, and standard error of the mean are shown. The *p*-values are calculated by ANOVA and Tukey’s multiple-comparison test. AA, anguloarticular bone; IOP, interopercular bone; Q, quadrate bone; RA, retroarticular bone. Scale bar = 50 μm.

### Ligament Transection Induces Transient Degeneration Followed by Regeneration of Jaw Joint Cartilage

We next addressed the effect of IOM transection on jaw joint morphology in 1-year-old fish by performing a time course of histology following injury. We used a modified Osteoarthritis Research Society International (OARSI) scoring system to quantify the extent and severity of cartilage damage at the joint surface (Pritzker et al., 2006; Askary et al., 2016). In contrast to 1/29 jaw joints of uninjured controls having an OARSI score greater than 6 (representing mild damage), 11/31 jaw joints had an OARSI score greater than 6 at 14 days post-ligament transection (dplt) (Figures 1D–G). We also observed synovial hyperplasia on the same side of the jaw joint as the transected IOM in all 31 animals at 14 dplt (arrow in Figure 1E). Remarkably, we observed complete recovery of joint cartilage by 28 and 42 dplt, reflected by improvement in both the average OARSI score and the proportion of joints with OARSI >6 (2/13 at 28 dplt and 1/14 at 42 dplt) (Figures 1F,G). Despite the considerable variability in the degree of initial cartilage degeneration following IOM transection, our findings support the ability of damaged adult jaw joints in zebrafish to recover and replace missing joint cartilage within a few weeks after injury.

### Upregulation of Sox10 Expression and Cell Cycle Re-entry During Articular Cartilage Regeneration

We next asked whether the embryonic cartilage differentiation program is reactivated during joint cartilage regeneration. SoxE factors (*sox9a* and *sox10* in zebrafish) are highly expressed during cartilage differentiation (Yan et al., 2005; Dutton et al., 2008), with Sox9 being particularly essential for cartilage formation across vertebrates (Bi et al., 1999; Mori-Akiyama et al., 2003; Yan et al., 2005). We confirmed the broad co-expression of *sox9a:GFP* and *sox10:DsRed* in the jaw chondrocytes of zebrafish at 5 days post-fertilization (dpf) (Figure 2A). In contrast, by 60 and 90 dpf, *sox9a:GFP* is maintained throughout the jaw joint chondrocytes, yet *sox10:DsRed* becomes restricted to a small subset of chondrocytes (Figures 2B,C). The Sox10 protein shows a similar restricted distribution in 1-year-old zebrafish, with a weak expression of Sox10 protein in about half of the chondrocytes at the jaw joint surface (Figure 2D). In contrast, 80–100% of chondrocytes expressed Sox10 protein in 1-year-old fish at 28 dplt, with the expression in individual chondrocytes being at much higher levels compared to the uninjured controls (Figures 2D–F). To assess the ability of Sox10+ cells to proliferate during joint cartilage regeneration, we performed co-immunostaining for Sox10 and proliferating cell nuclear antigen (PCNA) at 21 dplt. In the jaw joints of 1-year-old uninjured fish, we were unable to detect any Sox10+/PCNA+ cells at the articular surface (Figures 2G–I). In contrast, in regenerating animals at 21 dplt, an average of 1.6% of the total cells at the joint articular surface was Sox10+/PCNA+ (Figures 2H,I). These data indicate that a subset of cells re-enter the cell cycle and upregulate the embryonic cartilage gene *sox10* during adult joint cartilage regeneration in zebrafish.

**FIGURE 2:**
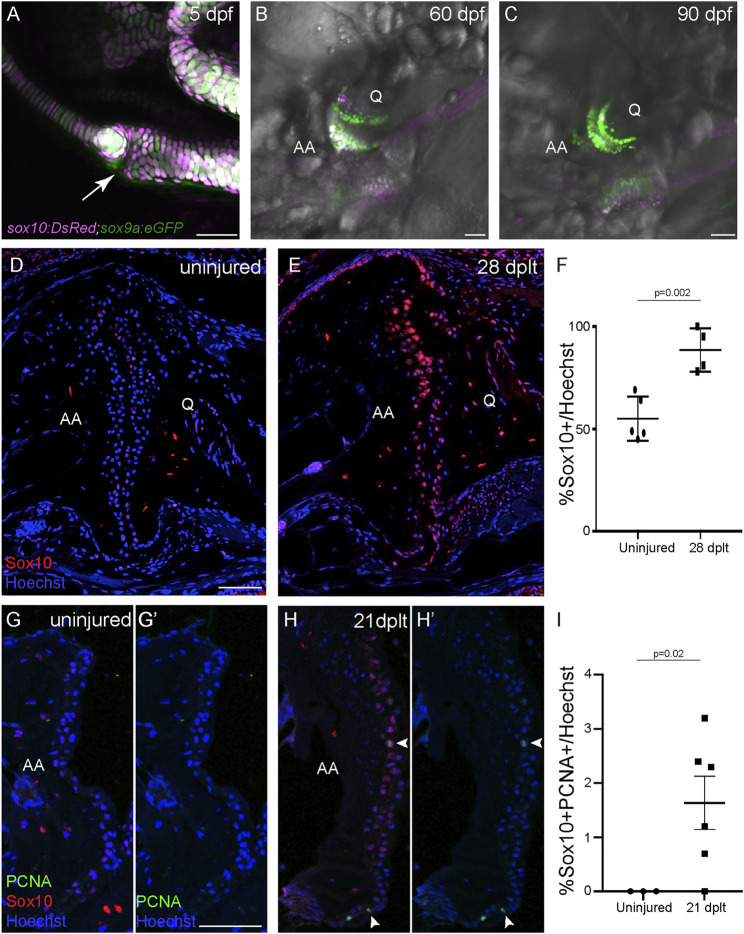
Sox10 expression is upregulated during cartilage regeneration. **(A–C)** *sox10:DsRed* and *sox9a:eGFP* are broadly co-expressed in chondrocytes at 5 days post-fertilization (dpf), and *sox10:DsRed* becomes restricted to a subset of joint chondrocytes at 60 and 90 dpf. The arrow shows the developing jaw joint at 5 dpf. **(D,E)** Antibody staining of the adult jaw joint shows endogenous Sox10 protein (red) in joint cells in 1-year-old uninjured control **(D)** and interopercular–mandibular (IOM)-transected animals at 28 days post-ligament transection (dplt) **(E)**. **(F)** Quantification of Sox10+ cells as a percentage of total Hoechst+ cells at the jaw joint articular surface. Individual data points, mean, and standard error of the mean are shown. The *p*-value is calculated by two-tailed Student’s *t*-test. **(G,H)** Antibody staining for PCNA (green) and Sox10 (red) of adult jaw joints from uninjured controls **(G,G′)** and IOM-transected animals at 21 dplt **(H,H′)**. The white arrowheads indicate double-positive PCNA+/Sox10+ nuclei. **(I)** Quantification of double-positive PCNA+/Sox10+ chondrocyte nuclei as a percentage of total Hoechst-stained nuclei at the jaw joint articular surface. Individual data points, mean, and standard error of the mean are shown. The *p*-value was calculated using Welch’s two-tailed *t*-test. AA, anguloarticular bone; Q, quadrate bone. Scale bars = 50 μm.

### Sox10+ Cells Are Required for Regeneration of Jaw Joint Cartilage

In order to test the requirement of pre-existing Sox10+ chondrocytes for articular cartilage regeneration, we used a genetic strategy to selectively ablate Sox10+ chondrocytes prior to the joint-destabilizing injury (Figures 3A,B). To do so, we used *sox10:Gal4VP16* (Das and Crump, 2012) and *UAS:mCherry-NTR* (Davison et al., 2007) transgenic lines to drive the expression of a fusion between mCherry fluorescent protein and the bacterial nitroreductase enzyme (NTR) in Sox10+ chondrocytes. When the antibiotic metronidazole (Mtz) is delivered *via* the fish water, NTR converts Mtz into a cytotoxic agent, thus killing cells in a largely cell-autonomous manner (Curado et al., 2008). Compared to the dimethyl sulfoxide (DMSO)-treated controls, the treatment of 1-year-old *sox10>mCherry-NTR* fish overnight with 5 μM Mtz resulted in the effective killing of Sox10+ cells 3 days later as assessed by apoptotic TUNEL stain and loss of mCherry+ cells (Figures 3C,D). The ablation of Sox10+ cells resulted in a mild cartilage defect at 3 days post-treatment (mean OARSI, <4), which became slightly more pronounced at 42 days post-treatment (mean OARSI, <5) (Figure 3G). We then tested the effect on the regenerative response of ablating Sox10+ chondrocytes at 1 day prior to ligament transection. Compared to DMSO-treated controls that showed variable articular cartilage degradation at 14 dplt and recovery at 42 dplt, the Sox10-ablated animals displayed severe articular cartilage degradation at 42 dplt (mean OARSI, >8) (Figures 3E–G). These results show that the subset of chondrocytes that maintain Sox10 expression in the adult jaw joint is required for articular regeneration following injury-induced arthritis.

**FIGURE 3:**
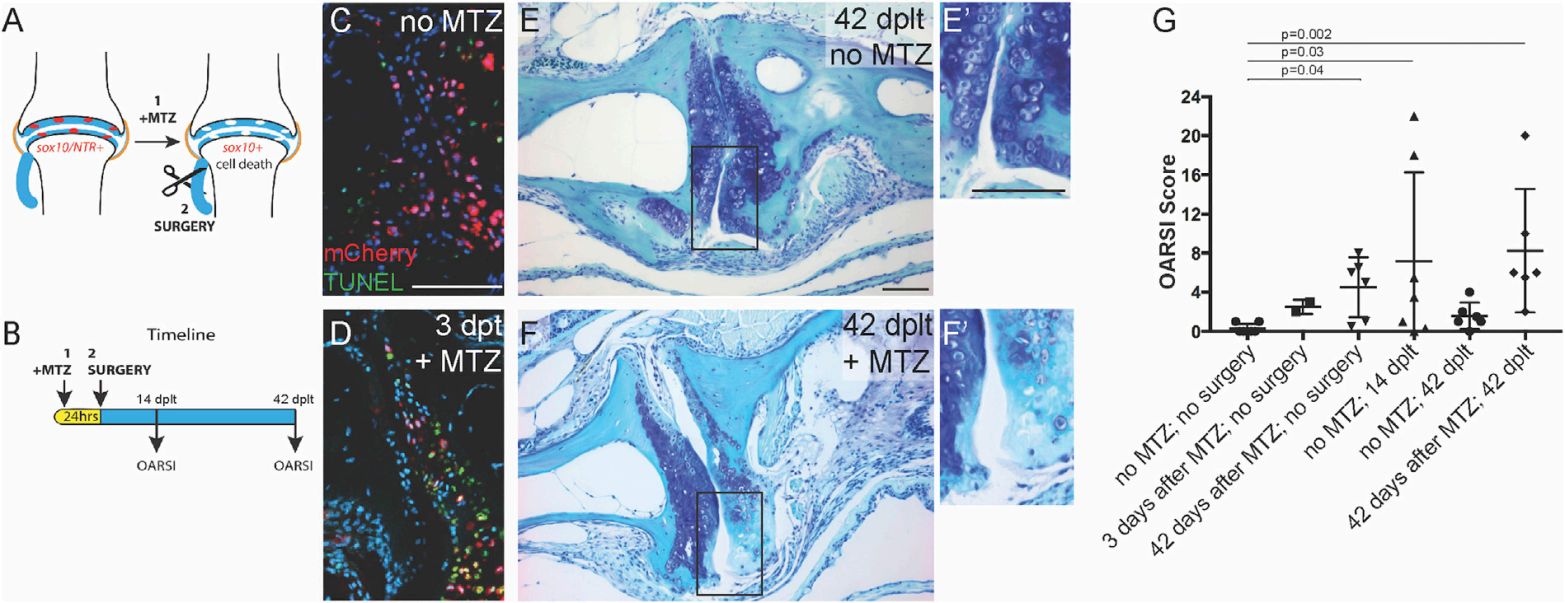
Sox10-expressing cells are required for cartilage regeneration. **(A)** Genetic ablation model. **(B)** Timeline for treatment and analysis. **(C,D)** Antibody and TUNEL staining of the adult jaw joint shows mCherry expression in *sox10:mCh-NTR* adult joint cells and apoptotic cells in metronidazole (Mtz)-treated animals at **(D)** 3 days after Mtz treatment (days post-ligament transection, dplt). **(E,F)** Toluidine blue staining of joints at 42 dplt without **(E)** or with Mtz treatment **(F)** prior to ligament injury (insets in **E′** and **F′** show the details of the articular surface). **(G)** OARSI scoring of joint integrity following Mtz treatment and/or ligament injury. Individual data points, mean, and standard error of the mean are shown. The *p*-values are calculated by Kruskal–Wallis ANOVA and Dunn’s multiple-comparison test. Scale bars = 50 μm.

### Diverse Populations of Chondrocytes and Connective Tissue Cells are Present in Adult Zebrafish Jaw Joints

To understand the diversity of cell populations within the adult zebrafish jaw joint that could contribute to joint regeneration, we performed single-cell RNA sequencing of sorted cells expressing *trps1:GFP* and/or *sox10:DsRed* from 3-month-old jaw joints. Whereas *trps1:GFP* broadly labels mesenchymal cells and articular chondrocytes of the adult jaw joint, *sox10:DsRed* labels a subset of both articular and deeper chondrocytes (Askary et al., 2016). Using fluorescence-activated cell sorting of 50 pooled micro-dissected jaw joints, we separately isolated *sox10:DsRed*+ cells (both *trps1:GFP*-negative and -positive) and *trps1:GFP*+; *sox10:DsRed+* cells (Supplementary Figure S1). 

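Each sort gave 1 library, so differences between the libraries have no replicate check and were not tested. The libraries are called *sox10:DsRed*-enriched and *trps1:GFP*-enriched here. The paper's results describe the second sort as positive for both transgenes and its methods as GFP-positive, and the text does not state whether DsRed-positive cells were gated out of it. Among barcodes within the paper's quality limits, 13 of 3919 in the second library held DsRed RNA (0.332%), against 161 of 242 in the first (66.5%). The RNA thus gives little sign of a second sort positive for DsRed, but RNA does not measure the fluorescence on which cells were gated. The authors aligned the reads with Cell Ranger to GRCz11, to which the DsRed and GFP sequences had been added, and deposited the count of unique molecular identifiers (UMIs, which mark single captured transcripts) for 36355 features in each barcode called as a cell, without normalization. The *sox10:DsRed*-enriched library held 462 barcodes and 1073482 UMIs, with a median of 1281.5 UMIs and 523 genes per barcode. The *trps1:GFP*-enriched library held 4876 barcodes and 17424489 UMIs, with a median of 3054.5 UMIs and 880 genes. The paper reports a mean of 151840 reads per cell for the DsRed sort and 131341 for the GFP sort, and the values given here rest on UMIs.
From the deposited counts, cells were filtered, normalized and clustered in Seurat with the settings of the paper's methods. A cluster was given a cell type name followed by "-like" only where at least 3 markers of that type, listed before the data were examined, were enriched in it. Some of these markers come from Supplementary Table S2, which the authors made from the same 2 libraries. A gene is reported as the share of cells with at least 1 UMI, with an exact (Clopper-Pearson) 95% interval, and as CPM, the gene's UMIs scaled to a fixed total over the cells of a cluster. Intervals cover counting error only, as does the limit given beside a count of 0, which is the share that 3 counts would make. Because cells differ in depth, shares were also computed with each cell thinned to 1000 UMIs and shallower cells left out. Scrublet marked 2 of 462 and 0 of 4876 barcodes as doublets, too few for a working caller, so the upper limit on genes is the filter on doublets used here.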

We then prepared two barcoded cDNA libraries using the 10X Genomics platform and performed Illumina next-generation sequencing. After filtering, we analyzed RNA expression in 4,149 total joint cells using the Seurat package in R (*sox10:DsRed*+, 237 cells; *trps1:GFP*+, 3,912 cells). 

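Applied to the deposited barcodes, the limits of 500 to 2000 genes and 5% mitochondrial UMIs kept 242 of 462 barcodes in the *sox10:DsRed*-enriched library (52.4%, interval 47.7 to 57.0) and 3919 of 4876 in the *trps1:GFP*-enriched library (80.4%, interval 79.2 to 81.5), 4161 in all. Fewer than 500 genes were found in 215 and 899 barcodes, respectively, more than 2000 genes in 5 and 43, and more than 5% mitochondrial UMIs in 4 and 157. Among the alternatives, a minimum of 200 genes moved these numbers most and kept 453 barcodes in the *sox10:DsRed*-enriched library. A first clustering then set apart 367 epithelial-like cells, of which 99.2% carried *epcam*, and 25 endothelial-like cells, of which 28.0% carried *pecam1*. With these cells removed, 241 and 3528 cells were left, 3769 in all, and 510 of them (13.5%) still held an *epcam* UMI. The cells listed in the paper's Supplementary Table S1 sum to 228 and 3521.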

Louvain clustering, followed by sub-clustering of osteoblast and chondrocyte populations, identified 16 cell clusters: neurons, two populations of osteoblasts, three populations of chondrocytes, ligamentocytes, six populations of connective tissue cells, and three populations of dermal fibroblasts (*pah*+, see bioRxiv 10.1101/2021.08.19.456710) (Figures 4A–C; Supplementary Table S1 for cluster cell counts separated by library; Supplementary Table S2 for cluster marker genes). 

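Clustering of the 3769 cells at a resolution of 0.9 over 38 dimensions, with the osteoblast and chondrocyte clusters subclustered at 0.2 and 0.5, gave 16 clusters. The named ones were ligamentocyte-like (373 cells), dermal fibroblast-like (318 cells), osteoblast-like (191 cells), superficial chondrocyte-like (104 cells), a pair of chondrocyte-like clusters (83 and 71 cells), pre-osteoblast-like (71 cells) and glia-like (37 cells). The other 8 clusters met no set of markers and are called by number and leading genes. They were cluster 1 (981 cells, led by *glis1b*), cluster 2 (533 cells, *hspb1* and *clu*), cluster 5 (279 cells, *pck1*), cluster 6 (212 cells, *fgl1* and *pcm1*), cluster 8 (171 cells, *c7b*), cluster 9 (148 cells, led by genes that included *ctslb*), cluster 10 (109 cells, *coch*) and cluster 12 (88 cells, *ccl19a.1*). Across the alternatives, the number of clusters ranged from 15 to 19. *pah*, by which the paper marks its dermal fibroblasts, had its highest CPM in cluster 5 (1161 CPM, 90.3% of cells). The dermal fibroblast-like cluster was next (915 CPM, 89.0%), so cluster 5 may also match a dermal population of the paper. *nr4a1*, also listed for dermal fibroblasts, had its highest CPM in cluster 1 (393 CPM, 46.5% of cells), followed by cluster 5 (291 CPM), so cluster 1 may match one as well. Because the clusters were rebuilt here, their limits may differ from those of the paper's clusters.
In the glia-like cluster (median depth 1306 UMIs), *mbpa* was found in 24 of 37 cells (64.9%, interval 47.5 to 79.8), *mpz* in 54.1% and *plp1b* in 54.1%, and *nrgna*, which Figure 4C gives for neurons, in 54.1%. Across the alternatives, the share with *nrgna* in the cluster with its highest CPM ranged from 29.4% to 71.4%. The share with *mbpa* in the connective tissue and dermal fibroblast clusters was 0.176% at a median depth of 3467 UMIs, but nearly all of those cells are from the *trps1:GFP*-enriched library and 36 of the 37 glia-like cells from the other. Within the *sox10:DsRed*-enriched library, *mbpa* was found in 12.6% of chondrocyte-like cells (58.0 CPM) and 18.4% of osteoblast-lineage cells (67.5 CPM), against 5700 CPM in the glia-like cluster. No UMI of the other 6 neuronal markers listed, *elavl3*, *elavl4*, *snap25a*, *stmn2a*, *syt1a* and *gap43*, was found in these 37 cells, which allows a share of up to 8.11% for each.
Supplementary Table S2 was used as its opening 1999 of 5257 lines, which cover 5 of the 16 clusters. Over 27 pairs of a gene and a cluster, the share of cells with a UMI differed from the paper's by a median of 2.15 percentage points and by at most 14.9.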

The recovery of *GFP* and *DsRed* transcripts revealed *trps1:GFP* expression in all clusters, except neurons, and *sox10:DsRed* expression in chondrocytes, neurons, and a small number of osteoblasts (Figure 4B), largely consistent with previous *in vivo* imaging of these transgenic lines at the adult jaw joint (Askary et al., 2016).

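DsRed transcripts were found in 122 of 154 chondrocyte-like cells (79.2%, interval 72.0 to 85.3), at 1013 CPM. They were found in 9 of 37 glia-like cells (24.3%, interval 11.8 to 41.2), 17 of 71 pre-osteoblast-like cells (23.9%) and 15 of 191 osteoblast-like cells (7.85%). The last 2 shares mix the sorts, since 37 of the 71 and 176 of the 191 cells came from the *trps1:GFP*-enriched library. Within the *sox10:DsRed*-enriched library, DsRed was found in 17 of 34 pre-osteoblast-like (50.0%) and 12 of 15 osteoblast-like cells (80.0%). At 1000 UMIs per cell, these shares were 14.7% and 20.0%. In the connective tissue and dermal fibroblast clusters other than the ligamentocyte-like one, the share was 0.247% of 2839 cells (median depth 3467 UMIs, against 2538.5 in chondrocyte-like cells), but these cells come almost only from the *trps1:GFP*-enriched library, where DsRed RNA is scarce. Within the *sox10:DsRed*-enriched library, 9 of 36 glia-like cells carried DsRed (interval 12.1 to 42.2%), 6 the chondrocyte gene *mia* (interval 6.37 to 32.8%) and 3 *col2a1a*, so the shares alone do not separate them. By CPM, DsRed was at 222 in these cells (interval 121 to 372) and *mia* at 127, which at the ratio of the genes in chondrocyte-like cells would go with at most 49.2 CPM of DsRed with counting error, and the other 4 chondrocyte genes tested with less. Free RNA of that makeup thus falls short of the whole DsRed signal in glia-like cells but can have added part of it. Thinning to 1000 UMIs moved the share in chondrocyte-like cells most among the alternatives, to 56.9%. With DsRed, EGFP and the genes the paper names left out of the variable features, 119 of the 151 chondrocyte-like cells carried DsRed (78.8%).
EGFP was found in 5.41% of glia-like cells (2 of 37, interval 0.661 to 18.2). In the other 15 clusters, the share with EGFP ranged from 23.9% in a chondrocyte-like cluster to 67.6% in the dermal fibroblast-like cluster. At 1000 UMIs per cell, the glia-like share was 2.86% and the dermal fibroblast-like share 27.0%. Glia-like and chondrocyte-like cells came almost only from the sort on DsRed, which did not require GFP, so the gates favour lower EGFP in them.

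**Figure D1:**
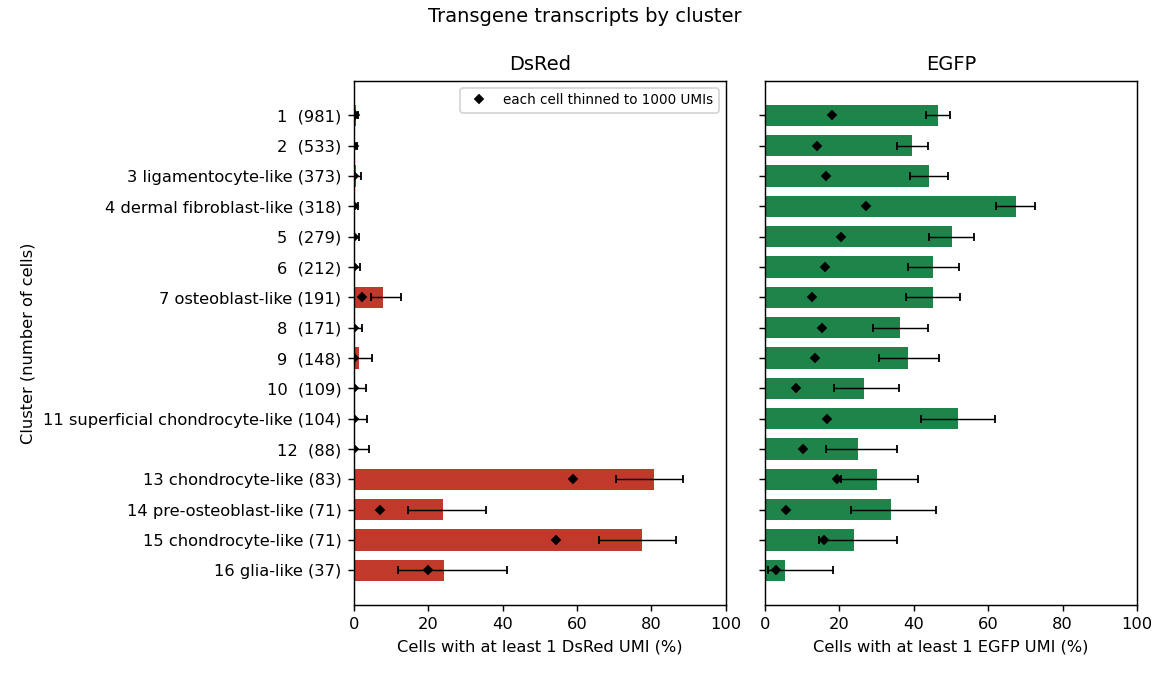
Share of cells (%) with at least 1 DsRed UMI (left) and at least 1 EGFP UMI (right) in each of the 16 clusters, with the number of cells in parentheses. Bars show all UMIs with exact 95% intervals and diamonds show the shares with each cell thinned to 1000 UMIs. DsRed is highest in the chondrocyte-like clusters, at 80.7% and 77.5%, and EGFP in the dermal fibroblast-like cluster, at 67.6%. The clusters differ in their library of origin. Glia-like and chondrocyte-like cells came almost only from the *sox10:DsRed*-enriched library, and most other cells from the *trps1:GFP*-enriched library.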

**FIGURE 4:**
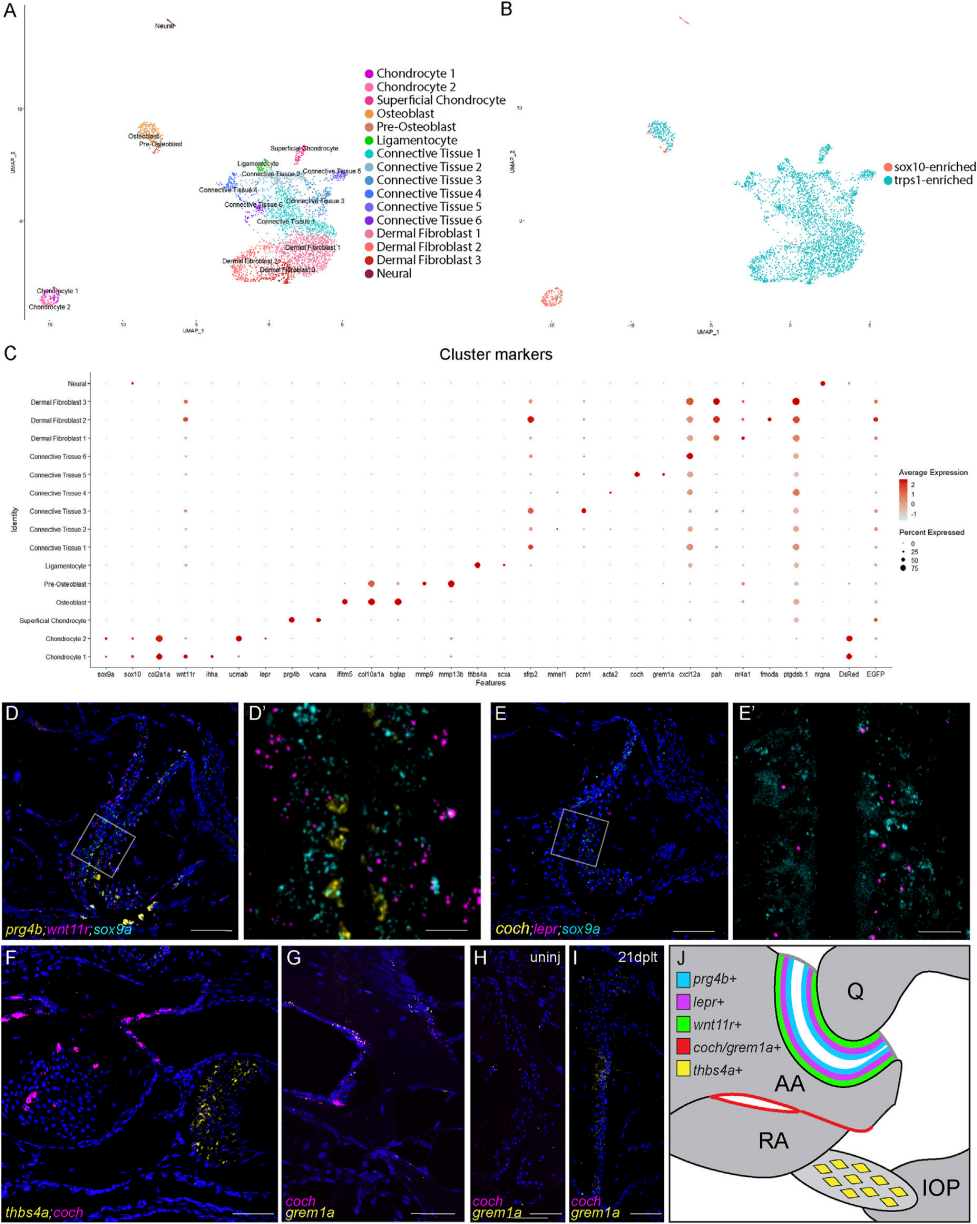
Single-cell transcriptome of adult zebrafish jaw joint. **(A, B)** UMAP visualization of scRNAseq analysis of FACS-sorted 3-month-old jaw joints. The colors were based on clustering **(A)** or library of origin **(B)**. **(C)** Dot plot showing the marker gene expression for each cell cluster as well as DsRed and GFP transcripts. **(D–G)** RNAscope *in situ* hybridization for markers for chondrocyte clusters **(D,E)**, for CT5 (*coch*) and ligament (*thbs4a*) **(F)**, and for CT5 (*coch* and *grem1a*) **(G)**. Nuclei stained with DAPI in blue. The magnified regions of the boxed regions **(D′,E′)** highlight different zones of joint chondrocytes and are shown without the DAPI channel. The section in **(F)** is above the jaw joint sections of **(D,E)**. **(H,I)** RNAscope *in situ* hybridization for *grem1a* and *coch* at the articular surface of uninjured **(H)** and 21 dplt **(I)** jaw joints. Nuclei stained with DAPI in blue. **(J)** Model of chondrocyte zones (blue, purple, and green), joint-adjacent periosteum (red), and interopercular–mandibular ligament (yellow) with marker genes in the adult jaw joint. Scale bars = 50 μm **(D–H)** and 10 μm **(D′,E′)**.

Our analysis identifies three major chondrocyte clusters. Two of these are distinguished by high levels of *sox9a* and *sox10* expression as well as expression of typical cartilage matrix genes such as *col2a1a*. These *sox9a*+ chondrocytes include a cluster expressing mature (primarily pre-hypertrophic and hypertrophic) markers (*ihha* and *wnt11r*) and a cluster expressing immature markers (*ucmab* and *lepr*). 

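Of the 154 chondrocyte-like cells, 151 came from the *sox10:DsRed*-enriched library (98.1%) and 3 from the *trps1:GFP*-enriched library. Across the alternatives, that share ranged from 97.0% to 99.3%. All 104 superficial chondrocyte-like cells came from the *trps1:GFP*-enriched library, and with 0 from the other library a share of up to 2.88% remains possible. The chondrocyte-like and superficial chondrocyte-like cells therefore come from different libraries almost throughout. Supplementary Table S1 lists 151 and 3 cells, respectively, in the paper's deeper chondrocyte clusters and 0 and 100 in its superficial one.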

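The genes named in the paper's single-cell results and in Figure 4C, DsRed and EGFP included, were left out of the variable features. They therefore did not enter the clustering as features. This clustering gave 15 clusters, and the shares of the marker genes that follow come from it. It again held a pair of chondrocyte-like clusters, one of 82 cells (median depth 2487.5 UMIs) and the other of 69 cells (2644 UMIs). Some of the genes still picked or named clusters. *col2a1a*, *mia* and *col10a1a* picked those to subcluster. *col2a1a*, *mia*, *sox9a* and *sox10* are markers of chondrocytes, and *bglap*, *ifitm5*, *col10a1a*, *mmp9* and *mmp13b* of the osteoblast lineage. *scxa* and *thbs4a* are markers of ligamentocytes. High shares of these genes in clusters named by them are fixed in part by the rule. *col2a1a* was found in 86.6% of the cells of the larger cluster (interval 77.3 to 93.1, 5935 CPM) and 91.3% of the smaller (interval 82.0 to 96.7, 4580 CPM). *sox9a* was found in 30.5% (171 CPM) and 34.8% (220 CPM), and *sox10* in 40.2% (204 CPM) and 34.8% (149.9 CPM). In the connective tissue and dermal fibroblast clusters (2806 cells, median depth 3466 UMIs), the shares were 0.784% for *col2a1a*, 8.41% for *sox9a* and 0.249% for *sox10*. At 1000 UMIs per cell, *sox9a* was found in 13.9% of all 151 chondrocyte-like cells and 3.03% of the connective tissue and dermal fibroblast cells, and *sox10* in 15.9% and 0.0714%. *sox10* was also found in 12 of 36 glia-like cells (33.3%, median depth 1333 UMIs), which had its highest CPM of the 15 clusters, at 294.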

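*ihha* was found in 32 of the 82 cells of the larger chondrocyte-like cluster (39.0%, interval 28.4 to 50.4, 413 CPM) and in 1 of the 69 cells of the smaller (1.45%). *wnt11r* was found in 52.4% of the larger cluster (684 CPM) and 29.0% of the smaller (145 CPM). Among all 15 clusters, *wnt11r* had its highest CPM in the larger chondrocyte-like cluster, and it was also found in 63.9% of dermal fibroblast-like cells (424 CPM, median depth 4430 UMIs). Conversely, *lepr* was found in 18 cells of the smaller cluster (26.1%, interval 16.3 to 38.1, 115 CPM) and 4 of the larger (4.88%). *ucmab* was found in 78.3% of the smaller cluster (1264 CPM) and 34.1% of the larger (892 CPM). With each cell thinned to 1000 UMIs, the shares in the larger and the smaller cluster were 24.4% and 0% for *ihha*, 34.1% and 14.5% for *wnt11r*, 3.66% and 13.0% for *lepr*, and 25.6% and 58.0% for *ucmab*.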

The third major chondrocyte cluster expresses superficial-zone articular markers, including lubricin (*prg4b*), clusterin (*clu*), and versican (*vcana*). These superficial chondrocytes express higher levels of *trps1:GFP* but almost no *sox9a*, *sox10*, *sox10:DsRed*, or *col2a1a*, suggestive of a large-scale downregulation of cartilage matrix production. 

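The superficial chondrocyte-like cluster held 115 cells when the named genes were left out of the variable features (median depth 3114 UMIs). *prg4b* was found in 75 of them (65.2%, interval 55.8 to 73.9, 1278 CPM) and in 0.602% of the other 3654 cells (1.97 CPM, median depth 3476 UMIs). *vcana* was found in 56 of them (48.7%, interval 39.3 to 58.2, 305 CPM) and in 0.328% of the other cells. *clu* was found in 80.0% of them (2962 CPM) and in 3.97% of chondrocyte-like cells. *clu* was higher still in the cluster led by *coch*, at 90.7% of cells and 4617 CPM, and was found in 45.2% of all cells outside the superficial cluster. *prg4b*, *vcana* and *clu* are also among the markers that named the superficial cluster.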

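Of the 115 superficial chondrocyte-like cells, none held a *sox10* or a DsRed UMI, which allows a share of up to 2.61% for each. *col2a1a* was found in 2 of them (1.74%, interval 0.211 to 6.14, 5.04 CPM), a share that does not exceed by more than counting error the 0.784% in connective tissue and dermal fibroblast cells. *sox9a* was found in 13 of them (11.3%, interval 6.16 to 18.6, 42.9 CPM), against 8.41% in connective tissue and dermal fibroblast cells and 32.5% in chondrocyte-like cells. EGFP was found in 59 of them (51.3%, interval 41.8 to 60.7), at 262 CPM (interval 214 to 318), and in 41 of 151 chondrocyte-like cells (27.2%, interval 20.2 to 35.0), at 139 CPM (interval 106 to 178). At 1000 UMIs per cell, EGFP was found in 16.8% of the superficial and 17.2% of the chondrocyte-like cells, so the difference in share was not detectable at equal depth. The intervals of CPM, which also scales for depth, were apart. All 115 superficial cells came from the sort on GFP, and 148 of the 151 chondrocyte-like cells from the sort on DsRed, which did not require GFP. The gates thus favour higher EGFP in superficial cells, whatever the cell type. The highest EGFP CPM of the 15 clusters, 353, was in the dermal fibroblast-like cluster.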

*In situ* hybridization confirmed distinct chondrocyte domains within 3-month-old jaw joints, with *prg4b* expression being high in superficial cells and *lepr* and *wnt11r* expression being high in successive layers of deeper chondrocytes co-expressing *sox9a* (Figures 4D,E). Interestingly, the superficial chondrocytes cluster more closely with ligamentocytes and other connective tissue clusters than with other chondrocytes, pointing to a strong fibroblast-like identity to these cells. 

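To compare whole profiles, UMIs were summed over the cells of each class, and Pearson's r was computed across genes on log2(CPM + 10), with genes of at least 10 UMIs. Genes are not independent replicates, so r is given without a p-value. Over 8281 genes, the superficial chondrocyte-like profile had an r of 0.83 with the ligamentocyte-like profile and 0.69 with the chondrocyte-like profile, a difference of 0.14. Across the alternatives, the difference ranged from 0.098 to 0.24 and kept its direction, and the 2000 variable features moved it most. Among single clusters, compared over 14685 genes, the highest r was with cluster 2 (0.90), which *hspb1* and *clu* lead, followed by the ligamentocyte-like cluster (0.87). The chondrocyte-like clusters were at 0.76 and 0.75, below the osteoblast-like cluster at 0.83. Only the glia-like cluster was lower, at 0.71, and it had the fewest summed UMIs (65794). The chondrocyte-like clusters had the next-fewest (211374 and 233963), against 330064 or more in each other cluster, so depth may add to their low rank. The low ranks also follow the library. The *sox10:DsRed*-enriched library gave 97.3% of the glia-like cluster and 95.8% and 100% of the chondrocyte-like clusters. In the next-lowest, the pre-osteoblast-like cluster (r of 0.82), this share was 47.9%, and it was 7.85% or less in the others. Library and cell type cannot be separated in this ranking. For the summed classes thinned to the same total, r was 0.80 with the ligamentocyte-like and 0.63 with the chondrocyte-like profile. Since the superficial and the chondrocyte-like cells come from different libraries, osteoblast-lineage cells of the 2 libraries were also compared. With summed counts thinned to an equal total, their r was 0.87, against 0.62 between superficial and chondrocyte-like cells over the same genes. This leaves open how far the library adds to the difference of 0.14, since superficial and ligamentocyte-like cells share a library. From the closer clustering with ligamentocytes and connective tissue, the paper proposes a strong fibroblast-like identity for the superficial chondrocytes.

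**Figure D2:**
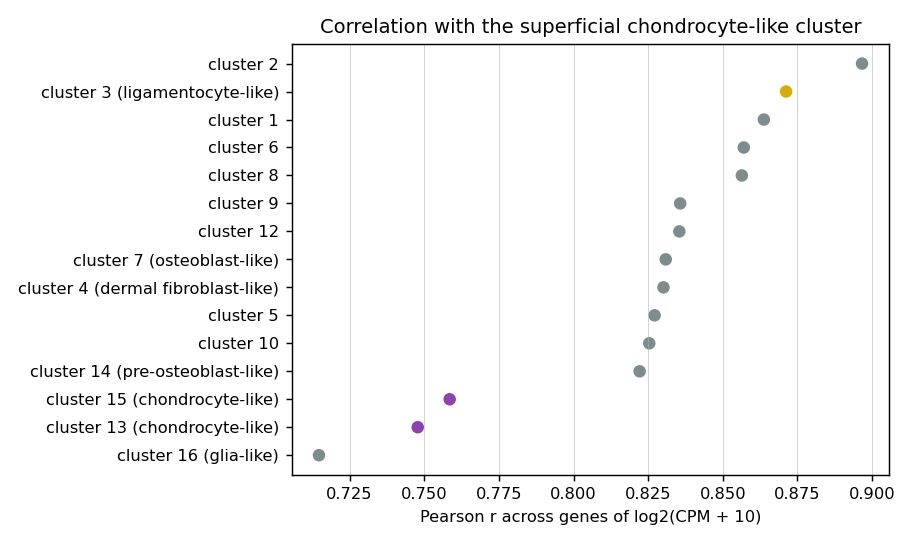
Pearson's r across 14685 genes, on log2(CPM + 10), between the summed counts of the superficial chondrocyte-like cluster and those of each of the other 15 clusters, each shown as a point. The highest values are those of cluster 2 (0.90) and the ligamentocyte-like cluster (0.87), and the chondrocyte-like clusters (0.76 and 0.75) stand above only the glia-like cluster (0.71). The glia-like and chondrocyte-like clusters also had the fewest summed UMIs and came almost only from the *sox10:DsRed*-enriched library, the superficial cluster from the other.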

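The ligamentocyte-like cluster held 395 cells, all from the *trps1:GFP*-enriched library, when the named genes were left out of the variable features. *thbs4a* was found in 81 of them (20.5%, interval 16.6 to 24.8, 474 CPM), and its second-highest CPM among the 15 clusters was 25.2, in the superficial chondrocyte-like cluster, where 3.48% of cells carried it. *scxa* was found in 36 of them (9.11%, interval 6.47 to 12.4, 30.6 CPM), and the next cluster, led by *fgl1* and *pcm1*, had 6.03% and 18.7 CPM. At a median depth of 5231.5 UMIs, 7.73% of osteoblast-like cells carried *scxa*, within the counting error of the ligamentocyte-like share. Both shares moved with the clustering. At a resolution of 1.2, the cluster with its highest CPM was smaller, and 59 of its 76 cells carried *thbs4a* (77.6%) and 32.9% carried *scxa*.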

The IOM ligamentocytes are marked by a high expression of *scxa* and *thbs4a* (Figures 4C,F). The sub-clustering of the osteoblast population reveals distinct pre-osteoblasts and osteoblasts. 

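Subclustering of the osteoblast cells gave 191 osteoblast-like and 71 pre-osteoblast-like cells. In the *sox10:DsRed*-enriched library, 15 of the 49 cells of this lineage were osteoblast-like and 34 pre-osteoblast-like. In the *trps1:GFP*-enriched library, 176 of 213 were osteoblast-like and 37 pre-osteoblast-like. With the named genes left out of the variable features, these clusters held 194 cells (median depth 5231.5 UMIs) and 72 cells (3674 UMIs). *bglap* was found in 90.2% of the osteoblast-like cells (interval 85.1 to 94.0, 35107 CPM) and 34.7% of the pre-osteoblast-like cells (interval 23.9 to 46.9, 1438 CPM). *ifitm5* was found in 76.3% (803 CPM) and 18.1% (65.5 CPM), and *col10a1a* in 94.8% (13319 CPM) and 66.7% (3348 CPM). At 1000 UMIs per cell, *bglap* was found in 85.1% and 19.7%.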

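*mmp13b* was found in 54 of the 72 pre-osteoblast-like cells (75.0%, interval 63.4 to 84.5, 2949 CPM) and 33 of the 194 osteoblast-like cells (17.0%, 133 CPM). It was also found in 34.8% and 30.5% of the chondrocyte-like clusters. *mmp9* was found in 29 pre-osteoblast-like cells (40.3%, interval 28.9 to 52.5, 404 CPM) and 13 osteoblast-like cells (6.70%, 13.4 CPM). In the clustering with all variable features, 97 osteoblast-lineage cells carried *mmp9* or *mmp13b*, and 28 of these carried DsRed (28.9%, interval 20.1 to 39.0), against 4 of the 165 that carried neither (2.42%). The libraries differed, with 25 of 34 such cells positive for DsRed in the *sox10:DsRed*-enriched library (73.5%, interval 55.6 to 87.1) and 3 of 63 in the *trps1:GFP*-enriched library (4.76%). Within the *sox10:DsRed*-enriched library, DsRed was found in 4 of the 15 cells with neither gene (26.7%, interval 7.79 to 55.1, median depth 2403 UMIs against 5005.5). When thinned to 1000 UMIs, these were 6 of 34 (17.6%, interval 6.76 to 34.5) and 2 of 15 (13.3%, interval 1.66 to 40.5), so a difference within the library was not detectable at equal depth. Of the alternatives, thinning to 1000 UMIs moved the pooled share most, to 5 of 57 (8.77%) where *mmp9* or *mmp13b* also had to be found in the thinned counts, and to 7 of 97 (7.22%) for the cells chosen at full depth, as in the comparison within the library. The subset with DsRed was not limited to the pre-osteoblast-like cluster, since within that library DsRed was found in 17 of 34 pre-osteoblast-like cells (50.0%) and 12 of 15 osteoblast-like cells (80.0%), at median depths of 3299 and 9616 UMIs.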

Pre-osteoblasts are defined by high levels of matrix metalloproteinases—in particular, *mmp9* and *mmp13b*—with a subset of these co-expressing *sox10:DsRed*. This finding is consistent with our previous studies showing that a subset of *mmp9*+ hypertrophic chondrocytes become osteoblasts in zebrafish bones (Giovannone et al., 2019).

Within the six connective tissue (CT) cell clusters, CT4 is enriched for *acta2* (smooth muscle actin) and likely represents a smooth muscle and/or pericyte population. 

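*acta2* had its highest CPM in a cluster of 143 cells, where 39 cells carried it (27.3%, interval 20.2 to 35.3, 284 CPM), followed by the ligamentocyte-like cluster (9.37%, 125 CPM). In the *acta2* cluster (median depth 3964 UMIs), *tagln* was found in 67.1% of cells, *myl9a* in 55.2% and *pdgfrb* in 30.1%. *notch3*, *cspg4* and *rgs5a* were found in 4.90%, 7.69% and 1.40%, and *myh11a* in none, which allows a share of up to 2.10%. The markers listed for smooth muscle or pericytes did not suffice to name this cluster, which is therefore called by number.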

CT1 and CT3 are characterized by the enrichment of the Wnt antagonist *sfrp2*, with CT3 selectively expressing pericentriolar material 1 (*pcm1*) that is involved in cilium assembly. 

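*sfrp2* was found in 454 of 703 cells of the cluster led by genes that included *hspb1* (64.6%, interval 60.9 to 68.1, 1049 CPM) and in 143 of 199 cells of the cluster led by *fgl1* and *pcm1* (71.9%, interval 65.1 to 78.0, 759.6 CPM). Its highest CPM of the 15 clusters was in the dermal fibroblast-like cluster, at 1232, with 86.6% of cells. With all variable features the order was the opposite, at 1244 in the dermal fibroblast-like cluster and 1319 in the cluster led by *hspb1* and *clu*. In the cluster led by *coch*, 29.0% of cells carried *sfrp2* (125 CPM). *pcm1* was found in 67.3% of the 199 cells (interval 60.3 to 73.8, 703 CPM), and its next-highest CPM was 181, in the largest cluster, with 26.9% of cells. At 1000 UMIs per cell, these shares of *pcm1* were 40.2% and 12.8%.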

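*cxcl12a* had its highest CPM, 7335 (interval 7049 to 7630), in a cluster of 88 cells led by *ccl19a.1*, where 74 cells carried it (84.1%, interval 74.8 to 91.0). The next-highest CPM, 3499.7 (interval 3385 to 3618), was in the cluster led by *pck1*, where 97.4% of 272 cells carried it. The order by share thus goes against the order by CPM, and no order is read from the shares. In chondrocyte-like cells of the larger cluster, 1.22% carried *cxcl12a*.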

CT6 is enriched for the chemokine *cxcl12a*, indicative of a stromal identity (Greenbaum et al., 2013). 

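*coch* was found in 69 of the 107 cells of one connective tissue cluster (64.5%, interval 54.6 to 73.5, 5412 CPM, median depth 3312 UMIs), and its next-highest CPM among the 15 clusters was 129.7, in the cluster led by *fgl1* and *pcm1*, where 4.02% of cells carried it. *grem1a* was found in 35 of the 107 cells (32.7%, interval 24.0 to 42.5, 183 CPM), and its next-highest CPM was 40.9, in pre-osteoblast-like cells, where 12.5% carried it (interval 5.88 to 22.4). At 1000 UMIs per cell, *coch* was found in 56.6% and *grem1a* in 18.9% of this cluster's cells. All 107 cells came from the *trps1:GFP*-enriched library.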

Of particular interest is CT5, which forms a distinct cluster from the other five and expresses the Bmp antagonist *grem1a* as well as *coch* that encodes a poorly understood extracellular matrix protein. *In situ* validation for *coch* and *grem1a* shows co-expression in a subset of periosteum adjacent to the jaw joint (Figures 4F,G). Whereas neither *coch* nor *grem1a* is expressed at the articular surface in uninjured one-year-old adult fish (Figures 4E–H), we observe the expression of *grem1a*, but not *coch*, at the articular surface during joint regeneration (*n* = 5/6 at 21 dplt; Figure 4I). 

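Co-expression of *coch* and *grem1a* in single cells was also measured without clusters. In the *trps1:GFP*-enriched library, *grem1a* was found in 27 of 156 *coch*-positive cells (17.3%, interval 11.7 to 24.2, median depth 3662 UMIs) and 83 of 3372 *coch*-negative cells (2.46%, interval 1.97 to 3.04, median depth 3521 UMIs). Thinning to 1000 UMIs, with *coch* also required in the thinned counts, moved these shares most among the alternatives, to 9 of 103 (8.74%, interval 4.07 to 15.9) and 31 of 3420 (0.906%, interval 0.617 to 1.28). The *sox10:DsRed*-enriched library held 4 *coch*-positive cells, too few for a share. Over both libraries, 73 of 160 *coch*-positive cells (45.6%) and 23 of the 27 cells positive for both genes lay in the cluster led by *coch*. A single UMI made a cell *coch*-positive, and free *coch* RNA was not tested as its source in the cells outside that cluster.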

Our data therefore reveal a remarkable diversity of joint-associated populations in the adult zebrafish jaw joint and point to a potential role of a joint-adjacent periosteal population in articular cartilage regeneration (Figure 4J).

## Discussion

Given the high prevalence of osteoarthritis in the adult population, new models of natural joint regeneration would be highly valuable in uncovering the capacity of tissue-resident progenitors for joint repair. Here we show that adult zebrafish display transient jaw joint degeneration in response to ligament transection, which is rapidly followed by the robust regeneration of missing joint cartilage and the re-establishment of normal joint architecture. One limitation of our joint injury model is the variability in degenerative response, with less than half of 1-year-old fish undergoing joint degeneration. This variability could reflect the natural resistance of zebrafish to joint cartilage loss and/or the high regenerative capacity of zebrafish, with new joint cartilage potentially being produced before full degenerative changes are apparent. Nonetheless, the ability to quantitatively assay many fish following joint-destabilizing injuries has allowed us to make new insights into the molecular and cellular basis of natural jaw joint regeneration.

During jaw joint regeneration, we observe a marked upregulation of Sox10 expression throughout joint chondrocytes. As in mammals, we find that adult articular chondrocytes are largely post-mitotic during homeostasis. However, in contrast to the lack of articular cartilage proliferation in rodent DMM arthritis models, at least some Sox10+ articular chondrocytes appear to re-enter the cell cycle in response to injury in zebrafish, which may contribute to the selective regenerative capacity of joint cartilage in fish. Sox-expressing chondrocytes were also recently described to regenerate a partial-thickness injury in adult skate (*Leucoraja erinacea*) (Marconi et al., 2020), suggesting that regenerative capacity is an ancestral feature of vertebrate cartilage. While Sox9 is the major SoxE factor required for chondrocyte differentiation (Bi et al., 1999), the related SoxE factor Sox10 is co-expressed during embryonic chondrogenesis, particularly in zebrafish (Dutton et al., 2008) but also, to a moderate extent, in mouse (Kaucka et al., 2017). During later development, *sox9a* expression is maintained in jaw joint cartilage, yet *sox10* expression is strongly downregulated, suggesting that Sox9a functions as the major maintenance factor of cartilage identity. Upregulation of *sox10* during regeneration could therefore reflect the reactivation of an embryonic chondrocyte differentiation program in new joint chondrocytes. As Sox9 has also recently been described to have a chondrocyte-protective function in load-bearing regions of articular cartilage in mice (Haseeb et al., 2021), *sox10* expression in chondrocytes that survive the destabilizing injury could also reflect increased SoxE dosage to protect the joint surface, potentially underlying the resistance to joint degeneration of a subset of 1-year-old fish. In the future, it will be important to develop labeling techniques to distinguish between newly generated and pre-existing chondrocytes as well as conditional loss-of-function strategies to remove *sox10* and/or *sox9a* prior to injury.

Our genetic ablation experiments show that the subset of joint chondrocytes that maintain *sox10* expression is essential for joint homeostasis and regeneration. Single-cell profiling reveals that *sox10*-expressing cells mainly consist of chondrocytes that are distinct from superficial *prg4b*+ chondrocytes. 

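Among the 3769 cells of both libraries, 97 held a *sox10* UMI. Of these, 59 were chondrocyte-like (60.8%, interval 50.4 to 70.6), 15 osteoblast-lineage (15.5%), 12 glia-like (12.4%) and 11 in connective tissue and dermal clusters (11.3%), where they made 0.342% of the cells. None of the 104 superficial chondrocyte-like cells was among them. Within their classes, *sox10* was found in 38.3% of chondrocyte-like, 32.4% of glia-like and 5.73% of osteoblast-lineage cells, at median depths of 2538.5, 1306 and 4822 UMIs. A minimum of 200 genes, an alternative chosen after seeing the data, moved the chondrocyte-like share most, to 67 of 144 (46.5%), with 42 glia-like (29.2%). The sorts enriched for *sox10:DsRed* and *trps1:GFP*, so these shares are of the cells sequenced and not of the joint.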

There are multiple possible interpretations of this finding. First, *sox10*-expressing cells could represent immature or embryonic chondrocytes that can rapidly proliferate and/or dedifferentiate to regenerate joint cartilage. Second, genetic ablation of a subset of deep-zone cartilage could further destabilize the joint, in addition to damage caused by ligament transection, beyond a threshold from which the zebrafish jaw joint can naturally recover. Third, there may be rare *sox10*-expressing non-chondrocyte populations that contribute to the repair. Teasing out these possibilities will require more specific lineage tracing tools in the future.

The single-cell analysis of the adult zebrafish jaw joint reveals similarities to mammalian joints—in particular, the presence of distinct deeper chondrocyte populations and superficial chondrocytes (Bian et al., 2020). Interestingly, we find that the transcriptome of superficial chondrocytes is more similar to ligamentocytes and connective tissue populations than deeper chondrocytes. Whereas it is likely that superficial chondrocytes derive from embryonic chondrocytes in zebrafish, their distinct transcriptome may reflect a strong downregulation of cartilage matrix gene expression and a shift to a more specialized expression of synovial genes such as *prg4b*. We also identified six distinct connective tissue populations that would be interesting to test for their roles in regeneration. These include *cxcl12a*+ stromal cells (CT6), reminiscent of *Cxc12*+ bone marrow stromal cells that contribute to new bone during fracture repair (Matsushita et al., 2020), and two populations (CT1 and CT3) marked by the expression of the *sfrp2* inhibitor of Wnt signaling, a pathway known to play an important role in joint development and disease (Luyten et al., 2009). Another population is characterized by the expression of *coch* and *grem1a* (CT5), with *in situ* validation showing that it represents a joint-adjacent periosteal cell population. In mice, Grem1 has been shown to mark skeletal progenitors in embryonic bones (Worthley et al., 2015) and a subset of synovial cells and articular chondrocytes in the knee joint (Roelofs et al., 2020). Interestingly, we observe an expression of *grem1a* in articular chondrocytes during jaw joint regeneration. This could reflect perdurance of *grem1a* transcripts and contribution of CT5 periosteal cells to new Sox10+ articular chondrocytes during regeneration and/or upregulation of *grem1a* expression in newly formed or pre-existing articular chondrocytes. In the future, lineage tracing of distinct CT populations during joint regeneration will inform the extent to which contributions from resident CT progenitor populations *versus* proliferation of pre-existing chondrocytes underlie the ability of zebrafish, but not mammals, to regenerate synovial joints.

## Materials and Methods

### Zebrafish Lines

Published zebrafish lines include *Tg*(*sox10:DsRed*)^*el10*^ and *Tg*(*sox10*:*Gal4VP16*)^*el159*^ (Das and Crump, 2012), *Tg*(*trps1:EGFP*)^*j127aGt*^ (Talbot et al., 2010), *Tg*(*UAS-E1B:NTR-mCherry*)^*c264*^ (Davison et al., 2007), and *Tg*(*sox9a:GFP*)^*zc81tg*^ (Talbot et al., 2016).

### IOM Surgery

IOM ligament transection was performed on 8–12 months post-fertilization adult zebrafish using 3-mm Vannas spring scissors (Fine Science Tools, cat. #1500000). The fish were anesthetized using MS222 and placed ventral side up on a wet sponge, and a single cut was performed to transect the ligament. Transection was confirmed by manual pulling of the IOP bone.

### Histology, *In Situ* Hybridization, and Immunohistochemistry

Adult zebrafish were processed for paraffin embedding and histological analysis as previously described (Askary et al., 2016). Briefly, the heads were fixed overnight at 4°C in 4% paraformaldehyde, washed 2× in phosphate-buffered saline with Tween® 20 (PBST) for 30 min, and decalcified in 20% EDTA for 10 days rocking at room temperature (RT). The tissue was dehydrated through an ethanol and Hemo-De series and then embedded in paraffin. Next, 5-μm paraffin sections were cut on a Leica RM2235 or Thermo Scientific HM355 S microtome. Toluidine blue staining was performed on deparaffinized and rehydrated 5-μm sections. The slides were incubated for 10 min in 0.04% Toluidine Blue (Sigma, 89640) in 0.1 M sodium acetate, pH 4.0, followed by 3 × 1-min washes in water, incubation in 0.1% Fast Green FCF (Fisher Reagents, BP123-10) in water for 3 min, followed by 3 × 1-min washes in water, and mounting with cytoseal. For Sox10 immunohistochemistry, the slides were deparaffinized in xylene and then washed in PBST. Antigen retrieval was performed for 7 min in acetone at −20°C, followed by blocking in 2% goat serum in PBST for 30 min and incubation overnight at 4°C in primary rabbit anti-Sox10 antibody (1:250, Genetex, cat. #GTX128374). The slides were washed in PBST, then incubated for 1 h at RT in secondary antibody goat anti-rabbit Alexa Fluor 568 (1:500, ThermoFisher) diluted in blocking buffer and Hoechst 33342 nuclear stain (1:1,000, Fisher Scientific, 51–17), and mounted with Fluoromount-G (SouthernBiotech, 0100–01). For Sox10 and PCNA immunofluorescence, slides of 5-µm tissue sections were deparaffinized in xylene and ethanol and then washed in PBST. Antigen retrieval was performed for 35 min in 0.1 M sodium citrate buffer, pH 6, in a steamer at 89°C, followed by 30 min of blocking in 2% goat serum and 1% DMSO in PBST. The slides were washed in PBST and then incubated overnight at 4°C with primary rabbit anti-Sox10 and primary mouse anti-PCNA (1:1,000, Sigma-Aldrich, Cat# P8825) in blocking buffer. The slides were then washed in PBST, incubated for 1.5 h in secondary antibody goat anti-rabbit Alexa Fluor 568 (1:500, ThermoFisher) and goat anti-mouse Alexa Fluor 488 (1:500, ThermoFisher) with Hoechst 33342 nuclear stain, and then mounted with Fluoromount-G. Single-molecule fluorescence *in situ* hybridization was performed according to manufacturer guidelines using RNAScope Multiplex Fluorescent Reagent Kit v2 Assay (ACD Bio). Probes for *lepr* (C1), *sox9a* (C3), *wnt11r* (C1), *prg4b* (C2), *coch* (C2), *grem1a* (C1), and *thbs4a* (C1) were synthesized by Advanced Cell Diagnostics. Opal 520, 570, and 690 fluorophore reagents were used to visualize the expressions (Akoya Biosciences, cat. #FP1487001KT, #FP1488001KT, and #FP1497001KT). The sections were counterstained with DAPI and mounted with Fluoromount-G. Fluorescence imaging of tissue sections and live animals was performed using a Zeiss LSM800 or Leica SP8 confocal microscope. Histological slides were imaged using a Leica D8 2500 microscope. All imaging settings were modified consistently across samples during imaging and during image processing in Adobe Photoshop for each experiment.

### Drug Treatments

Cell ablation was carried out with an overnight treatment of 5 μM metronidazole (MTZ, Sigma-Aldrich, M1547) in tank water. The fish were then placed in fresh system water to recover. mCherry fluorescence was assessed prior to and after treatment to confirm cell ablation. Apoptosis was also assessed in 5-μm tissue sections through the TUNEL method using the ApopTag Fluorescein *In Situ* Apoptosis Detection Kit (Sigma-Aldrich, S7110) as per the instructions of the manufacturer with co-labeling using primary mouse anti-mCherry antibody (1:200, Novus Biologicals, NBP1-96752), secondary goat anti-mouse Alexa Fluor 568 (1:500, ThermoFisher), and DAPI nuclear stain.

### Single-Cell RNA Sequencing

#### Library Preparation and Alignment

A total of 50 micro-dissected jaw joints from *sox10:DsRed*+; *trps1:GFP*+ transgenic animals were mechanically and enzymatically dissociated into a single-cell suspension. The joints were incubated in protease solution [0.25% trypsin (Life Technologies, 15090–046), 1 mM EDTA, and 400 mg/ml collagenase D (Sigma-Aldrich, 11088882001) in PBS] at 28.5°C and agitated with a P1000 pipet every 5 min for 1.5 h until fully dissociated. The cells were pelleted (5 min, 2,000 rpm, 4°C) and washed once in suspension media [1% fetal bovine serum, 0.8 mM CaCl_2_, 50 U/ml penicillin, and 0.05 mg/ml streptomycin (Sigma-Aldrich) in phenol red-free Leibovitz’s L15 medium (Life Technologies)] before resuspension and pooling into a final volume of 500 ul. Single cells were sorted by fluorescence-activated cell sorting to isolate DsRed-positive and GFP-positive populations into PBS containing 0.1% BSA. Single-cell RNA sequencing library construction was performed as per the instructions of the manufacturer using 10X Genomics Chromium Single Cell 3′ Library and Gel Bead Kit v.2. Libraries were sequenced using the Illumina NextSeq at a depth of 131,341 mean reads per cell (GFP), and 151,840 mean reads per cell (DsRed). Cellranger v3.0.0 (10X Genomics) was used for alignment to GRCz11 built with v4.3.2. gtf (Lawson et al., 2020), including GFP and DsRed sequences as additional artificial chromosomes to generate gene-by-cell count matrix generation with default parameters.

#### Processing and Analysis of scRNAseq Data

Analyses of scRNAseq libraries were performed using R and RStudio with Seurat version 4 (Hao et al., 2021). Datasets from *sox10*-enriched and *trps1*-enriched samples were first merged into one object. Cells with <500 or >2,000 unique genes expressed or >5% mitochondrial RNA were excluded to remove low-quality, doublet, or stressed and dying cells. Additionally, epithelial cells (*epcam+*) and endothelial cells (*pecam1+*) were removed from the downstream analysis. The data were log-normalized and scaled, and variable features were identified using the default parameters with regression for percent mitochondrial RNA in scaling. Linear dimensional reduction was then performed using the RunPCA function for principal component analysis (PCA) on 50 principal components. Performing a jackstraw on the PCA identified 38 significant dimensions (*p* < 0.05) which were included in the downstream analysis. Clusters were determined using functions FindNeighbors for dimensions 1–38 and FindClusters using a resolution of 0.9. The osteoblast cluster (enriched for *col10a1a*) and chondrocyte cluster (labeled by *col2a1a* and *mia*) were then subclustered into 2 subclusters, each using function FindSubCluster with a resolution of 0.2 and 0.5, respectively. Clusters and gene expression were visualized using UMAP non-linear dimensional reduction. Function FindAllMarkers was used to identify the markers of each cluster and subcluster relative to the rest of the dataset using a log fold change threshold of ≥0.2.

### Quantification and Statistical Analysis

Experimental and control zebrafish for each experiment were age- and stage-matched using standard body length (Parichy et al., 2009). Two independent researchers performed blinded OARSI scoring on 3–5 representative toluidine blue-stained images for each scored joint for all experiments (as per Askary et al., 2016). The OARSI scores for zebrafish joints were compared by ANOVA and Tukey’s multiple-comparison test (Figure 1) and Kruskal–Wallis ANOVA test with Dunn’s multiple-comparisons test (Figure 3) to determine significance between groups using GraphPad Prism 8 and 9. The Sox10+ cell counts in adult joint cartilage were assessed by two-tailed Student’s *t*-test in GraphPad Prism 8 and graphically represented as individual counts, mean, and standard error of the mean for each condition. The Sox10+/PCNA+ cell counts in jaw joint articular cells were quantified as a proportion of total Hoescht-stained nuclei by researchers blinded to the treatment. Percentages of Sox10+/PCNA+ nuclei were analyzed with Welch’s *t*-test in GraphPad Prism 9, graphically represented as individual counts, mean, and standard error of the mean for each condition.

## Data Availability

The original contributions presented in the study are publicly available. These data can be found here: National Center for Biotechnology Information (NCBI) BioProject database under accession number GSE184403.

How the deposited data were processed for this re-analysis (not part of the article)

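Single-cell RNA sequencing was analysed for 2 libraries, 1 from each sort of 50 pooled jaw joints of 3-month-old zebrafish. The authors aligned the reads with Cell Ranger 3.0.0 to GRCz11 with an improved gene annotation and the DsRed and GFP sequences, and the deposited matrices hold the raw UMI count of each gene in each barcode that Cell Ranger called as a cell. No filter on genes or mitochondrial RNA had been applied to them. The deposited feature list pairs each gene identifier with a symbol, and those symbols are used here. Imaging, in situ hybridization and injury experiments were not analysed here.

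All further values were computed from these counts. Barcodes with under 500 or over 2000 genes, or over 5% of UMIs on the 12 mitochondrial features, were left out, with barcodes at a limit kept. Counts were log-normalized in Seurat 5.3.0 under R 4.3.3 (the paper used an earlier version), and 2000 variable features were scaled with regression on the mitochondrial share. Of 50 principal components, 38 entered the neighbour graph, and Louvain clustering was run at a resolution of 0.9. Clusters named epithelial or endothelial were removed and the remaining cells were clustered again. The osteoblast cells were subclustered at a resolution of 0.2 and the chondrocyte cells at 0.5. A cluster took a name when at least 3 markers of a type were in at least 5% of its cells and at least 2-fold higher than in all other cells, after 10 CPM had been added to both, and its leading genes did not go against the name. The name with the highest mean log2 fold was taken. The list of markers, which came in part from Supplementary Table S2, was fixed before the data were examined, but the limits of this rule were set afterwards. An earlier form, which also asked for a marker of the type among the 10 leading genes of every cluster, left 1 chondrocyte cluster without a name under each of 2 alternatives (20 dimensions, and a mitochondrial limit of 10%) and was dropped after that was seen. This requirement was kept only for clusters of few UMIs. Under the paper's settings both forms give the same names.

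The genes the text names are those of the paper's single-cell results and Figure 4C (34 with the transgenes), the markers that named a cluster, further genes of the list of markers, the 5 genes with the highest fold between the summed counts of the libraries among genes of at least 100 CPM, and the 3 genes with the highest fold in each cluster among genes in at least 25% of its cells. The further genes of the list are the neuronal markers, read in the glia-like cluster, the markers of smooth muscle or pericytes, read in the cluster with the highest *acta2* CPM, and the 10 genes listed for dissociation stress. The list was fixed beforehand, but it was decided after the data had been seen that the text would report these genes, although they named no cluster. The 5 genes with the highest fold for the *sox10:DsRed*-enriched library were *mpz*, *fgfbp2b*, *mbpa*, *otos* and *timd4*, and for the *trps1:GFP*-enriched library *fgfbp2a*, *ca6*, *vmo1a*, *si:dkey-4p15.3* and *ognb*. For the marker genes at the paper's statements, clusters were rebuilt with the 34 genes left out of the variable features, which left 1971 features. Other genes that vary together with them remained. Some of the 34 genes still served as markers that named clusters, and *col2a1a*, *mia* and *col10a1a* still picked the clusters to subcluster.

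Shares of cells carry exact Clopper-Pearson intervals at 95% and CPM exact Poisson intervals, computed with scipy 1.17.1 and numpy 2.4.6 under Python 3.11.15. With 1 library per sort there was no replicate, so no significance test was made and no p-value computed. What the text calls tests of an explanation are comparisons of values, with simulations for the spread of free RNA. The lower depth of the *sox10:DsRed*-enriched library limits what can be found in its cells, and cells were thinned to 1000 UMIs where shares of different depth were compared. Scrublet, in scanpy 1.11.5, was run on each library. It marked almost no barcode, so an added alternative left out the top 5% of its scores instead.

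The clustering was run under 12 settings, which changed the resolution, the number of dimensions, the limits on genes and mitochondrial RNA, the removal of epithelial and endothelial cells, the variable features and the treatment of doublets. Shares were also computed with at least 2 UMIs required and after thinning, and correlations with 1 CPM added in place of 10, over all genes with a UMI and over the variable features.

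The clustering steps were tested on simulated cells drawn from the mean profile and the depths of the *trps1:GFP*-enriched library, 6 types of 100 cells each with 200 genes raised 8-fold among 36355 features. They returned 6 clusters with 100% of cells in the cluster of their own type, and 98.7% of the changed genes were at least 2-fold higher in their type. On average, 25.5 unchanged genes per type also were. These types held no difference between libraries and were far apart. In the data, the leading genes of clusters 1 and 2 were 4.44-fold and 5.10-fold higher than in other cells. The full recovery therefore does not bear on clusters that lie this close. In a second simulation of 400 cells thinned to 1000 UMIs, the expected share lay within the exact interval for 96.2% of 920 genes.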

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

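Of the tests in this part, those on free RNA as a source of the glial genes and on damaged cells were chosen after the result was seen.

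In the *sox10:DsRed*-enriched library, 215 of 462 barcodes had under 500 genes and were left out by the paper's filter. Of these, 62.3% carried at least 2 of the glial genes *mbpa*, *plp1b* and *mpz*, which was singled out because it is above the limit that a count of 0 would allow, a bar that any glial RNA would pass. Among the 247 barcodes with 500 genes or more, the share was 10.5% (26 barcodes). The paper's methods set the limits to remove low-quality cells, doublets and stressed or dying cells, and its results name no cell types for these barcodes. Of the 247 barcodes, 8.91% carried at least 2 of the glial genes and fewer than 2 of *col2a1a*, *matn1*, *snorc*, *cnmd* and *mia*, and 67.2% had the opposite pattern. With a minimum of 200 genes in place of 500, 451 cells of this library were left after the removal of epithelial-like and endothelial-like cells, of which 191 (42.4%) were chondrocyte-like and 167 (37.0%) glia-like. With the minimum of 500, these were 151 (62.7%) and 36 (14.9%) of 241. The makeup of this library thus depends on the gene minimum.

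The tables argue against free RNA as the whole source of these markers. The UMIs of the 5 chondrocyte genes were concentrated in a subset of the barcodes under 500 genes, with a variance 17.9 times that of a Poisson spread by depth, where simulated free RNA stayed below 1.15 in 95% of 1000 simulations. For the UMIs of *mbpa*, *plp1b* and *mpz* this ratio was 10.9, where simulations stayed below 1.16. Free RNA enters droplets with and without a cell, so the other cells of the library would be expected to hold about as many UMIs of these genes per barcode. The barcodes under 500 genes held 10.7 on average (interval 10.3 to 11.2), chondrocyte-like cells 0.285 (interval 0.206 to 0.384) and osteoblast-lineage cells 0.490 (interval 0.314 to 0.729). Lower UMI depth is a candidate explanation for the low gene number. Barcodes with at least 2 of the glial genes only had a median of 822 UMIs and 401 genes, and those with at least 2 of the chondrocyte genes only 2386 UMIs and 799 genes, but at 500 UMIs each the medians were 283 and 278 genes. A minimum set on genes may therefore remove glia-like barcodes because they hold fewer UMIs.

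Damaged cells cannot be told apart from intact ones by these values. The median mitochondrial share was 1.50% in the glia-like barcodes under 500 genes and 0.619% in the kept cells of the library, but it was 1.32% in the 36 kept glia-like cells, so a higher share goes with the cell type as well as with the low gene number. Of the 134 glia-like barcodes, 1 exceeded the limit of 5%. The design names no condition that separates these barcodes from the others, and no biological explanation was tested.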

How the results depend on the processing

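Among the settings reported here, the following were chosen after seeing the data: a minimum of 200 genes for results that use the clusters, the filter on genes found in at least 3 barcodes, the removal of the top 5% of Scrublet scores, and correlations on summed counts thinned to an equal total. The limits of the rule that names clusters were also set after seeing the data, and no other limits were run for it. All others were set before the data were examined.

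The difference in r kept its sign under every alternative that was run. Most other results are single shares or counts, which have no direction. The higher share of EGFP in superficial than in chondrocyte-like cells was lost at 1000 UMIs per cell (16.8% against 17.2%), although their CPM intervals were apart. The cluster with the highest *sfrp2* CPM was cluster 2 in the clustering with all variable features (1319, against 1244 in the dermal fibroblast-like cluster). With the named genes left out, it was the dermal fibroblast-like one (1232, against 1049). For the results that answer a comparison, 100 of 113 values under alternatives set before the data were examined stayed within the counting interval, or within 1.5 times for counts and 0.05 for differences in r, as did 35 of 37 under the added ones. With at least 200 genes, 453 barcodes of the *sox10:DsRed*-enriched library passed the filter, against 242. As an added setting for the clusters, the same minimum gave DsRed in 69.5% of chondrocyte-like cells (79.2% otherwise) and chondrocyte-like cells as 46.5% of *sox10*-positive cells (60.8% otherwise). It adds barcodes of few UMIs by construction.

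When at least 2 UMIs were required, DsRed was found in 62.3% of chondrocyte-like cells, 17.8% of *mmp9*- or *mmp13b*-positive osteoblast-lineage cells, 46.4% of those in the *sox10:DsRed*-enriched library and 0% of those in the *trps1:GFP*-enriched library, and EGFP in 23.1% of superficial chondrocyte-like cells. With cells thinned to 1000 UMIs, these values were 56.9%, 8.77%, 22.7%, 0% and 16.7%, and *grem1a* was found in 8.74% of *coch*-positive cells. In both settings the cells positive for *mmp9* or *mmp13b*, and those positive for *coch*, were chosen anew by the same requirement, which left 57 and 103 of them after thinning. For the *mmp9*- or *mmp13b*-positive cells as chosen at full depth, the thinned shares of DsRed were 7.22% over both libraries, 17.6% in the *sox10:DsRed*-enriched library and 1.59% in the *trps1:GFP*-enriched library. Both settings remove UMIs by construction, so each share of a fixed set of cells falls. The difference in r between ligamentocyte-like and chondrocyte-like profiles was 0.235 over the 2000 variable features, against 0.137, and the cause was not tested. Restricting the chondrocyte-like cells to the *trps1:GFP*-enriched library gave no value, since that library held 3 of them, under the minimum of 10.

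Of the shares of single marker genes in the cluster with their highest CPM, 27 of 144 moved under the alternatives set before the data were examined (21 higher, 6 lower) and 10 of 54 under the added ones, all 10 higher. Those of *thbs4a* and *scxa* moved with the size of the ligamentocyte-like cluster, and those of *coch* and *grem1a* fell to 24.2% and 12.1% with 20 dimensions, where their cluster held 330 cells.

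Depth limits the absence of a gene in small clusters. In the 37 glia-like cells, the limit for a gene with no UMI was 8.11% of cells. No paired analysis was possible because each sort gave 1 library, and no value comes from a significance test.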

Differences from the paper's values

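No test is reported in this part. The ligamentocyte-like cluster held 373 cells of the *trps1:GFP*-enriched library, and the paper's Supplementary Table S1 lists 79 ligamentocytes. Of the alternatives set before the data were examined, the number was 76 at a resolution of 1.2, 80 with every cell holding an *epcam* or *pecam1* UMI removed, 78 with the Scrublet doublets left out and 76 with no upper limit on genes. A resolution of 0.7 (378 cells), 20 dimensions (373), the named genes left out of the variable features (395) and a mitochondrial limit of 10% (382) did not close the gap. Of the settings chosen after seeing the values, counting genes found in at least 3 barcodes of a library and excluding barcodes at the limits gave 71 cells, while a minimum of 200 genes (418) and the removal of the top Scrublet scores (378) did not close it.

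The filter kept 242 and 3919 cells, and the paper's values are 237 and 3912, within 1.5 times. The setting with genes in at least 3 barcodes and excluded limits, which was chosen after seeing the values, kept exactly 237 and 3912. The other values compared, the number of clusters, the cell numbers of 5 further cell types in each library and 27 shares from Supplementary Table S2, lay within 1.5 times of the paper's or within counting error. Outside these values, the dermal fibroblast-like cluster held 318 cells, all of the *trps1:GFP*-enriched library. For that library, Supplementary Table S1 lists 970, 350 and 240 cells in the dermal clusters DF1, DF2 and DF3. Cluster 1 (981 cells) and cluster 5 (279 cells), which had the highest CPM of the dermal markers *nr4a1* and *pah*, met no set of markers. The lower number of dermal cells here may therefore come from the naming rule.

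The paper names a cluster of neurons, which Supplementary Table S1 lists as Neural. The matching cluster of 37 cells carried *mbpa* in 64.9%, *mpz* in 54.1% and *plp1b* in 54.1% of its cells, and no UMI of *elavl3*, *elavl4*, *snap25a* or *stmn2a*, and it was named glia-like by the markers listed before the data were examined. It also carried *nrgna*, which Figure 4C gives for neurons, in 54.1% of its cells (821 CPM), the highest CPM of all clusters.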

Other observations

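The tests of DsRed in osteoblast-lineage cells were chosen after the result was seen. The tests on the difference between the libraries, on *fosab* and on the pre-osteoblast-like share were written before their results were seen. The comparisons made within pre-osteoblast-like cells alone, those with glia-like cells and the counts over all 10 genes for dissociation stress were added afterwards, and *fosab* was picked from these 10 after its shares per cluster had been seen.

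DsRed in osteoblast-lineage cells came almost only from the *sox10:DsRed*-enriched library, with 29 of 49 cells there and 3 of 213 in the other. Doublets of an osteoblast and a chondrocyte would carry the abundant chondrocyte transcripts about as often as chondrocytes do. Averaged over *col2a1a*, *matn1*, *snorc*, *cnmd* and *mia*, 35.6% of the 32 DsRed-positive osteoblast-lineage cells carried a gene, against 91.2% of chondrocyte-like cells, and at 1000 UMIs per cell 6.88% against 86.7%. Of the 32 cells, 0 carried all 5 genes, against 119 of 154 chondrocyte-like cells, and 2 carried 4 or 5, against 136. For 1 cell the summed CPM of the 5 genes exceeded 0.25 of the chondrocyte-like median of 22847. The median of the 32 cells was 295. Doublets are thus excluded as the source for most of these cells. They are not excluded for the 2 cells with 4 or 5 genes or for the 1 cell of higher CPM. The DsRed-negative cells of the lineage carried these genes less often (3.65%), but 210 of these 230 cells came from the other library. Within the *sox10:DsRed*-enriched library, 59.2% of osteoblast-lineage cells carried DsRed (interval 44.2 to 73.0), 36.7% *snorc* (interval 23.4 to 51.7), 34.7% *cnmd*, 30.6% *mia*, 26.5% *matn1* and 10.2% *col2a1a*. The intervals of *snorc*, *cnmd* and *mia* overlap that of DsRed, and at 1000 UMIs per cell DsRed was at 16.3% and *mia* at 14.3%, so the shares alone do not separate them. By CPM, free RNA from chondrocytes would bring these genes at their ratio to DsRed in chondrocyte-like cells, where each of the 5 was at 5135 CPM or more and DsRed at 1013. In the osteoblast-lineage cells, DsRed was at 226 CPM (interval 175 to 287). At that ratio *mia*, also at 226 CPM, would go with 44.5 CPM of DsRed (up to 56.5 with counting error), and the other 4 genes with less. Free RNA of that makeup thus falls short of the whole signal but may have added part of it. The sort on DsRed also raises their number in this library by construction. An origin of some osteoblast-lineage cells from *sox10:DsRed*-positive cells remains a hypothesis, and no lineage was traced in these data.

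The superficial chondrocyte-like and the chondrocyte-like cells come from different libraries. If the libraries alone set them apart, osteoblast-lineage cells of the 2 libraries would be as far apart. Their r exceeded that between superficial and chondrocyte-like cells by 0.250, over 5691 genes and 296455 summed UMIs each (0.87 against 0.62). For pre-osteoblast-like cells alone, which hold the mixture of cell states more alike, r was 0.81 against 0.55. A difference between the libraries is therefore not enough to account for the whole distance between these classes, although it can add to it. Whether it accounts for the smaller gap, the higher r with ligamentocyte-like than with chondrocyte-like cells, cannot be told. Superficial and ligamentocyte-like cells share a library, and no r between like cells of the same library was computed as a ceiling.

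The stress-response gene *fosab* was found in 25.5% of chondrocyte-like cells at 1000 UMIs per cell and in 81.6% of the cells of the *trps1:GFP*-enriched library other than chondrocyte-like ones (829 and 6481 CPM). Osteoblast-lineage cells showed the same contrast, with 12.2% in the *sox10:DsRed*-enriched library (interval 4.63 to 24.8) and 57.3% in the *trps1:GFP*-enriched library (interval 50.3 to 64.0). Within the pre-osteoblast-like cells, the shares were 14.7% and 56.8%. A difference in the handling of the libraries is a candidate explanation, so lower *fosab* in chondrocyte-like cells may not be a property of that cell type. For *junba*, osteoblast-lineage cells differed in the same direction (30.6% and 61.5%), and chondrocyte-like cells were at 69.3%, against 80.9% in the other cells of the *trps1:GFP*-enriched library. The 10 genes listed for dissociation stress were compared by share at 1000 UMIs per cell. Of these, 5 were lower in osteoblast-lineage cells of the *sox10:DsRed*-enriched library (*fosab*, *fosb*, *jun*, *junba* and *junbb*). For the other 5 (*egr1*, *atf3*, *ier2b*, *dusp1* and *socs3a*) the intervals of the shares overlapped. By CPM, however, the intervals were apart for *egr1* (30.4 against 80.2), *ier2b* (43.9 against 133), *dusp1* (33.7 against 113) and *socs3a* (74.2 against 184). Each was lower in the *sox10:DsRed*-enriched library, and only *atf3* overlapped by CPM. In chondrocyte-like cells, 7 of the 10 were lower by thinned share than in the other cells of the *trps1:GFP*-enriched library, among them *dusp1* and *socs3a*. The intervals of the shares overlapped for *egr1* (22.2% against 15.9%), *atf3* and *ier2b*. By CPM, *atf3* was also lower (294 against 478), and *egr1* and *ier2b* overlapped. Cell type also matters, since glia-like cells, nearly all of the *sox10:DsRed*-enriched library, carried *fosab* in 45.7%. Free RNA rich in *fosab* in the *trps1:GFP*-enriched library would give the same contrast and was not tested.

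Pre-osteoblast-like cells made 34 of 49 osteoblast-lineage cells in the *sox10:DsRed*-enriched library (69.4%, interval 54.6 to 81.7) and 37 of 213 in the *trps1:GFP*-enriched library (17.4%, interval 12.5 to 23.1). Doublets with chondrocytes do not account for this, since 23.5% of these 34 cells carried a chondrocyte gene, averaged over the 5 genes, against 91.2% of chondrocyte-like cells. The sorts on different transgenes, and their different depths, stay open as explanations and were not tested.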
